# Integrative analysis of blood and gut microbiota data suggests a non-alcoholic fatty liver disease (NAFLD)-related disorder in French SLA^dd^ minipigs

**DOI:** 10.1038/s41598-019-57127-x

**Published:** 2020-01-14

**Authors:** Marco Moroldo, Peris Mumbi Munyaka, Jérôme Lecardonnel, Gaëtan Lemonnier, Eric Venturi, Claire Chevaleyre, Isabelle P. Oswald, Jordi Estellé, Claire Rogel-Gaillard

**Keywords:** Molecular biology, Zoology, Gene expression, Metagenomics

## Abstract

Minipigs are a group of small-sized swine lines, which show a broad range of phenotype variation and which often tend to be obese. The SLA^dd^ (DD) minipig line was created by the NIH and selected as homozygous at the SLA locus. It was brought to France more than 30 years ago and maintained inbred ever since. In this report, we characterized the physiological status of a herd of French DD pigs by measuring intermediate phenotypes from blood and faeces and by using Large White (LW) pigs as controls. Three datasets were produced, i.e. complete blood counts (CBCs), microarray-based blood transcriptome, and faecal microbiota obtained by 16S rRNA sequencing. CBCs and expression profiles suggested a non-alcoholic fatty liver disease (NAFLD)-related pathology associated to comorbid cardiac diseases. The characterization of 16S sequencing data was less straightforward, suggesting only a potential weak link to obesity. The integration of the datasets identified several fine-scale associations between CBCs, gene expression, and faecal microbiota composition. NAFLD is a common cause of chronic liver disease in Western countries and is linked to obesity, type 2 diabetes mellitus and cardiac pathologies. Here we show that the French DD herd is potentially affected by this syndrome.

## Introduction

Minipigs are a group of small-sized swine lines, which started to be developed in the 1940s for biomedical research. They present many advantages over conventional pigs, like size, ease of handling and decreased feed requirements^1^. Today, a large variety of breeds is available for very different applications. Minipig lines are maintained using specific breeding strategies, which minimize inbreeding while keeping the genetic integrity of the population^2^. Examples of minipigs include the MeLiM line, a model to study an inheritable form of melanoma undergoing spontaneous regression^3^ and the Yucatan strain, used for research on cardiovascular pathologies and diabetes^1^. Minipig lines homozygous at the major histocompatibility locus (MHC, also known as Swine Leukocyte Antigen or SLA in pigs) were also produced by the NIH, mostly for immunology studies and transplantation programs^4^.

Non-alcoholic fatty liver disease is the most common cause of chronic liver disease in developed countries^5,6^. It spans a spectrum of pathologies ranging from hepatic steatosis to non-alcoholic steatohepatitis (NASH) and cirrhosis^6–8^. While NAFLD was traditionally seen as a pathology affecting mainly the liver, it has recently been shown that its burden is not limited to this organ. There is increasing evidence that NAFLD is multisystemic, involving extra-hepatic organs and pathways. It is associated with obesity^9^, type 2 diabetes mellitus, insulin resistance, metabolic syndrome and cardiovascular diseases^5–7,10–12^. Despite the complexity of this pathology, many NAFLD-related molecular pathways are known^13–15^, and its development is usually modelled using the “two-hit hypothesis”^12,13^. The “first hit” corresponds to insulin resistance-mediated fat accumulation in hepatocytes. The “second hit” leads to hepatocyte injury, inflammation and fibrosis and is triggered by oxidative stress and proinflammatory cytokines^12^. Subsequently, cytokines interact with their receptors to initiate various signalling cascades^14–16^. Since NAFLD is linked to cardiac diseases, other processes such as platelet activation are involved^10^.

To date, rodents have been the pillar for research on obesity, NAFLD and NASH, but physiological differences with humans slow their use^15,17^. Alternative models are being pursued, and the pig is acknowledged as a relevant one because of its anatomical, physiological, and metabolic similarities with humans^15,17–19^. Minipigs show a distinct tendency towards obesity and related pathologies^20^, and several lines are used for their study, such as Ossabaw, Göttingen, and Bama^15,17,21^. In the aforementioned papers, the animals were fed specific high-calorie diets, but most minipigs develop obesity even when receiving *ad libitum* standard chow^1,20,22^. Indeed, the recommended feed intake for minipigs corresponds to 40% *ad libitum* intake^23^.

The inbred DD line was created and maintained homozygous at the SLA locus, harbouring the Hp-4.4 haplotype (IPD-MHC database, https://www.ebi.ac.uk/ipd/mhc/)^24^. DD pigs were brought to France more than 30 years ago and maintained inbred thereafter. They do not seem especially susceptible to obesity as the DD pigs imported to Great Britain (Mick Bailey, personal communication), but they have not been characterized for any metabolic disease yet.

Our aim was to study the physiological status of the French herd of DD pigs by comparison to commercial Large White (LW) pigs. We measured three sets of intermediate phenotypes^25^, i.e. complete blood counts (CBCs), whole blood transcriptome profiles and faecal DNA microbiota characterized by 16S rRNA gene sequencing. Integrative analysis suggested that the DD pigs were potentially affected by a disease of the NAFLD spectrum.

## Results

We studied 12 DD and 12 LW contemporary pigs, measuring CBCs, blood transcriptome and faecal microbiota at 60 days of age. CBCs were also measured at four other time-points to provide a time-course that was used to confirm the data obtained at 60 days. The total number of animals used for the analyses ranged from 17 to 24 according to the measures and the time-points (Supplementary Table 1).

### The LW and DD pigs differ by CBC parameters

CBCs were measured from blood sampled at 8, 20, 40, 60 and 100 days of age. Because some data were missing, the datasets comprised 23, 16, 24, 20 and 17 samples, respectively (Supplementary Table 1). Eighteen parameters were measured at each time-point (Supplementary Table 2, Supplementary Fig. 1).

Twelve parameters were differentially abundant between DD and LW pigs at least at one time-point. After quality control, five parameters were discarded as non-reliable. The other seven were split in two groups displaying opposite patterns (Supplementary Table 3A). The metrics of the first group showed higher values in DD pigs (Supplementary Table 3A). They were related to viscosity and platelet activation, and included hematocrit (hct), mean corpuscular volume (mcv), mean corpuscular hemoglobin (mch), hemoglobin (hgb), and platelet distribution width (pwd).

The hct and the derived metric mcv were significantly higher in DD pigs over the whole time-course of the experiment. In the case of mch, hgb and pwd, the minipigs also presented higher values during all the period, but some time-points lacked statistical support (Supplementary Table 3A).

The second group of differentially abundant CBC parameters was linked to inflammation and included metrics related to white blood cells. These parameters tended to be lower in DD pigs (Supplementary Table 3A). Monocyte absolute number (monum) and monocyte percentage (mopro) were decreased in DD pigs, but with some inconsistencies and low statistical support.

A principal component analysis (PCA) separated the two breeds, with the first component accounting for 47.9% of the total variability (Fig. 1A). Hierarchical clustering, instead, did not found a clear split (Supplementary Fig. 2A).

**Figure 1:**
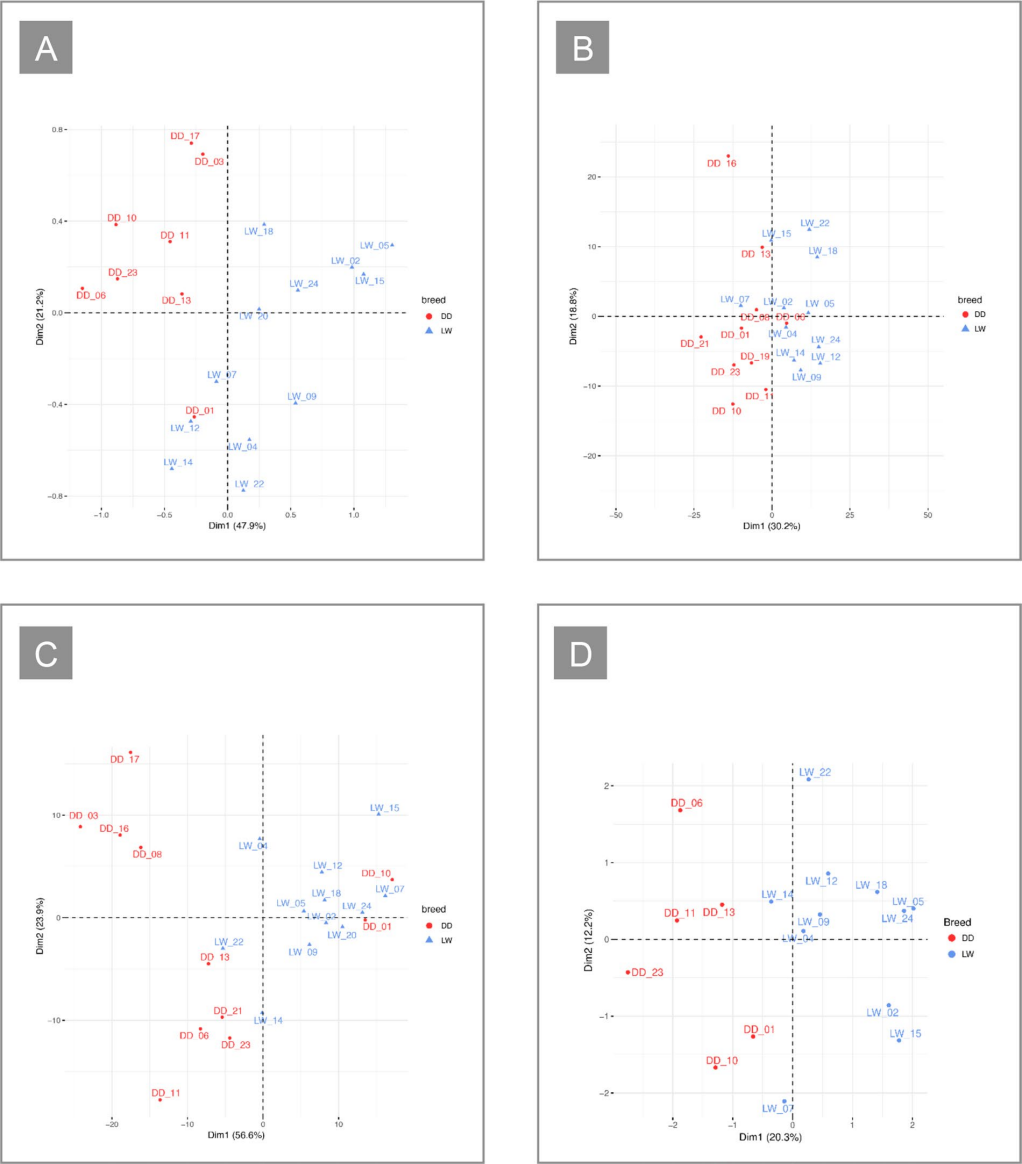
(**A**) Plot of the first two components of the PCA based on the CBC data. **(B)** Plot of the first two components of the PCA based on the expression values of all the genes expressed in the blood. **(C)** Plot of the first two components of the PCA based on the faecal microbiota data. **(D)** Plot of the first two components of the IFM obtained from the MFA analysis performed on CBCs, genes, and the microbiota data.

### Blood transcriptomes of DD and LW pigs revealed a potential NAFLD syndrome in DD pigs

Blood transcriptome profiles were obtained from 60-day-old animals. 

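Total RNA from whole blood was hybridized to a one-colour Agilent custom pig array that carries 60305 probes besides its controls. The deposited arrays come from 10 DD pigs of 5 litters and 11 LW pigs of 6 litters, on 3 chips that hold 7, 8 and 6 of the arrays. Both breeds are on each chip, with 3 DD and 4 LW arrays on chip 1, 4 and 4 on chip 2, and 3 and 3 on chip 3. For each array, the authors deposited the scanner's spot and local background intensity without normalization between arrays, and for the series a matrix of log2 values that they had background corrected and quantile normalized. Between 44.7% and 63.8% of the probes were well above background on an array, with a median of 51.9% over the DD arrays and 59.7% over the LW arrays, and the number of arrays limits the precision of every value. The DD arrays were dimmer. The log2 of the 75th percentile of the processed signal was 7.53 ± 0.54 (SD, n = 10) in DD pigs and 8.22 ± 0.38 (SD, n = 11) in LW pigs (two-sided exact permutation of litter means, p = 0.00649, where 0.00216 is the smallest p possible). On chip 1 the breed means of this brightness were 7.95 in DD pigs and 8.02 in LW pigs, on chip 2 they were 7.55 and 8.31, and on chip 3 they were 7.09 and 8.36. Starting from the scanner intensities, the steps of the paper's methods were repeated with limma. They were normexp background correction with an offset of 0, log2 scaling, quantile normalization, removal of controls and of the 25% of probes with the lowest mean, and averaging of the probes of each gene. The resulting log2 values correlated across probes with the deposited matrix at r = 0.998 to 0.999 on each array, where probes are not independent replicates. Gene names came from the names and accessions in the scanner files and from a RefSeq table, which named 28718 probes for 13312 genes. The model had breed and chip as fixed effects and the sow as a random block, and its p-values were Benjamini-Hochberg adjusted.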

After quality assessment, 21 samples were retained (Supplementary Table 1). 

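Of the 11363 genes tested with limma, 2758 had an adjusted p below the threshold of 0.05, with 1306 higher and 1452 lower in DD pigs. Without adjustment, 4527 genes had a p below 0.05. The consensus correlation between siblings of one sow was −0.10. The count was lowest without chip 3, at 139 genes, 136 of which were among the 2758. In that fit the sibling correlation was estimated anew and was 0.27, so the arrays left out are not the only change. With each animal left out in turn, the count ranged from 960 without the pig LW_18 to 4404 without the pig DD_06. With the brightness of the array as a further covariate, 245 genes passed the threshold, 195 of them among the 2758. In the deposited log2 matrix 2684 genes passed it, and 2557 were shared.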

A total number of 3,046 differentially expressed (DE) genes were identified (Supplementary Table 4), of which 1,405 were upregulated and 1,641 downregulated in DD pigs. The values of log_2_ fold change (FC) ranged from 4.1 to −10.7, but were generally low. 

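In the re-computed values, the log2 FC of the differentially expressed genes ranged from 4.62 for TOR3A to −2.75 for ECHDC1. The LW signal of TOR3A and the DD signal of most ECHDC1 probes lay near background, so that neither value is an exact size. The median size of the change among the 2758 genes was 0.49 on the log2 scale, and 95.2% of them changed by less than 1. On all 3 chips together, the median log2 FC of all genes tested was −0.06.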

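Past both the adjusted p threshold and a log2 FC of 1.5 in either direction were 33 genes, 21 higher and 12 lower in DD pigs. Scaling each array to its 75th percentile gave 75 such genes, of which 31 were among the 33. With a normexp offset of 50, which compresses differences between dim probes, there were 14, and all 14 were among the 33.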

In fact, only 38 genes presented a log_2_ FC higher than 1.5 or lower than −1.5. The 20 most upregulated and downregulated genes in DD pigs compared to LW pigs are listed in Table 1.

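Of the 40 genes of Table 1, 29 were tested here. All 29 had the direction of the table and an adjusted p below 0.05 in limma, and of the 25 that have more than a bound, 15 lay within 0.1 of its log2 FC. For 10 genes no probe was named here, and the probe of LAMB3 was removed as dim. COL16A1 lies on chromosome 6 of Sscrofa11.1, from 88177798 to 88243718. Its chip-corrected log2 intensity was 9.13 ± 0.56 (SD, n = 10) in DD pigs and 6.28 ± 0.70 (SD, n = 11) in LW pigs, and every DD pig was above every LW pig. REXO2 had a log2 FC of 3.99 (SE 0.52, limma adjusted p = 5.2e-05), with 7 of 10 DD pigs above all LW pigs. The gene LOC100519082 was higher by 4.15 (SE 0.80, limma adjusted p = 0.00198), with 6 of 10 DD pigs above all LW pigs. It was at 15.84 ± 0.75 (SD, n = 10) in DD pigs and 11.67 ± 2.59 (SD, n = 11) in LW pigs, a spread that rules out a uniform shift. The log2 FC of PCP4 was 2.55 (SE 0.39, limma adjusted p = 0.000293), and that of KAZALD1 was 2.01 (SE 0.26, limma adjusted p = 4.5e-05). OAS1 was higher by 1.89 (SE 0.61, limma adjusted p = 0.0319), and its difference was 3.87 on chip 1, 0.46 on chip 2 and 1.63 on chip 3. On chip 1 the pigs LW_02 and LW_04 lay at 5.96 and 6.29, below every other pig. MRPL42 had a log2 FC of −1.46 (SE 0.16, limma adjusted p = 5.3e-06), and all 10 DD pigs were below all LW pigs. ECHDC1, on chromosome 1 from 35852939 to 35909314, was lower in all DD pigs than in any LW pig, with 5.39 ± 0.16 (SD, n = 10) in DD pigs and 8.14 ± 0.20 (SD, n = 11) in LW pigs. The log2 FC of its 6 probes ranged from −5.75 to −0.46. Of these probes, 1 was well above background on all 10 DD arrays, the others on 2, 1, 0, 0 and 0 of them, so that the size of the decrease is not exact. The probes of FAM151B, KCNQ3 and TMEM98 were not well above background on any DD array, so that only bounds can be given. Expression in DD pigs was at least 1.52-fold lower for FAM151B, at least 2.85-fold lower for KCNQ3 and at least 2.83-fold lower for TMEM98. OAZ3 was lower as well, but 2 of its 3 probes were well above background on 2 and 3 of 10 DD arrays, and its log2 FC of −2.11 is not exact. These bounds set the LW mean against the lowest signal well above background on each DD array, or the probe's own signal where that was higher. The probes of FAM151B and TMEM98 were well above background on 9 of 11 LW arrays each. Their LW means thus include signal near background, and their bounds are approximate. The probe of KCNQ3 was well above background on all 11 LW arrays.

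**Figure D1:**
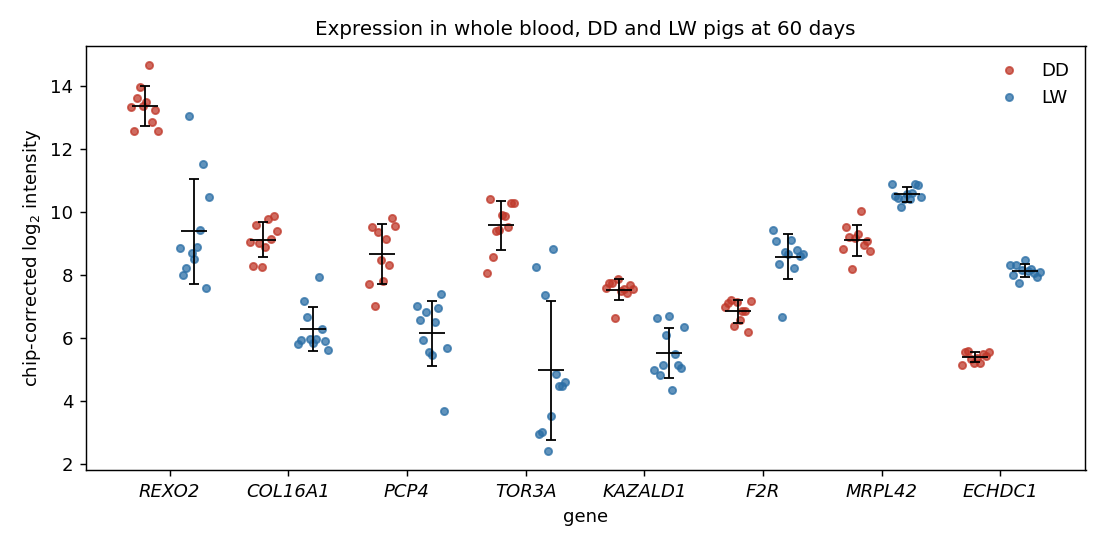
Chip-corrected log2 intensity of 8 genes in whole blood, with 1 point per pig, for 10 DD and 11 LW pigs. The horizontal marks are means and the bars are SDs. The DD and LW points of COL16A1, MRPL42 and ECHDC1 do not overlap.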

**Table 1:** Table listing the 20 highest and the 20 lowest differentially expressed genes in whole blood in DD pigs respect to LW pigs. The second column shows gene descriptions, the third one the log_2_ FC values and the fourth one the Benjamini-Hochberg-adjusted p-values.

Gene	Gene description	log2(FC)	BH adjusted p-value
IFITM1	Interferon induced transmembrane protein 1	4.11	0.001878
REXO2	RNA exonuclease 2 homolog	3.96	0.000044
COL16A1	Collagen type 16 alpha 1 chain	2.87	0.000001
PCP4	Purkinje cell protein 4	2.58	0.000191
GSG1	Germ cell associated 1	2.57	0.000303
TOR3A	Torsin family 3 member A	2.45	0.000165
LGALS7	Lectin galactoside-binding soluble 7	2.29	0.000616
SPINK4	Serine peptidase inhibitor Kazal type 4	2.25	0.000001
LY6D	Lymphocyte antigen 6 family member D	2.15	0.000229
SYT9	Synaptotagmin 9	2.11	0.000314
HEATR4	HEAT repeat containing 4	2.11	0.000473
KAZALD1	Kazal-type serine peptidase inhibitor domain 1	2.07	0.000025
OAS1	2′-5′-oligoadenylate synthetase 1	1.87	0.013548
CXCL10	Chemokine (C-X-C motif) ligand 10	1.86	0.017611
BCL2L15	BCL2 like 15	1.76	0.001981
RSPH9	Radial spoke head 9 homolog	1.68	0.000935
CREB3L3	CAMP responsive element binding protein 3 like 3	1.56	0.000325
DNAH9	Dynein axonemal heavy chain 9	1.51	0.000094
SRPK3	SRSF protein kinase 3	1.50	0.000033
LOC106505804	Uncharacterized protein	1.48	0.000128
LOC100515340	Uncharacterized protein	−1.51	0.030272
VPREB1	V-set pre-B cell surrogate light chain 1	−1.52	0.000723
LOC100510923	Uncharacterized protein	−1.59	0.000180
HPGD	15-hydroxyprostaglandin dehydrogenase	−1.66	0.000153
RGS18	Regulator of G protein signaling 18	−1.68	0.000723
CRISPLD2	Cysteine rich secretory protein LCCL domain containing 2	−1.69	0.000002
F2R	Coagulation factor II thrombin receptor	−1.76	0.000036
ATOX1	Antioxidant 1 copper chaperone	−1.85	0.006059
FAM151B	Family with sequence similarity 151 member B	−1.89	0.000000
ZSCAN25	Zinc finger and SCAN domain containing 25	−1.91	0.000000
KCNQ3	Potassium voltage-gated channel subfamily Q member 3	−1.95	0.000005
OAZ3	Ornithine decarboxylase antizyme 3	−1.98	0.001265
MRPL42	Mitochondrial ribosomal protein L42	−2.09	0.000000
TAGLN	Transgelin	−2.11	0.008512
LAMB3	Laminin subunit beta 3	−2.15	0.000010
TMEM98	Transmembrane protein 98	−2.27	0.000263
TRDV3	T cell receptor delta variable 3	−2.32	0.000000
TCRA	T cell receptor alpha locus	−2.34	0.000000
ECHDC1	Ethylmalonyl-CoA decarboxylase 1	−3.46	0.000000
IFITM3	Interferon induced transmembrane protein 3	−10.69	0.000000

Several exploratory approaches were used to gather information about the structure of the dataset. A PCA was carried out using the expression values of all the genes. 

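On the chip-corrected log2 values of 11325 genes, with each gene centred and not scaled, the first principal component held 32.9% of the variance and the second 18.6%. The mean score on the first component was 18.5 ± 19.5 (SD, n = 10) in DD pigs and −16.8 ± 18.1 (SD, n = 11) in LW pigs. The difference between litter means had an exact permutation p of 0.00433 (two-sided). Without a chip correction the share was 38.9% and the same test gave an exact p of 0.0563. The score also followed the brightness of the arrays within the breeds. Over the 11 litter means, with breed means subtracted, Pearson's r between score and brightness was −0.898 (exact permutation within breeds, p = 0.00286) and Spearman's rho was −0.945 (exact permutation p = 0.00022). Without the pair of litters farthest from the median brightness, r was −0.910.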

The first component accounted for 30.2% of the total variability and separated the two breeds (Fig. 1B). A clustering analysis confirmed this split, but three samples were misplaced (Supplementary Fig. 2B).

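Ward clustering of the 21 animals on Pearson correlation, with the tree divided into a pair of groups, placed 4 pigs with the other breed. They were DD_06, LW_02, LW_07 and LW_15. With the deposited log2 matrix there were 3 (DD_06, LW_07 and LW_15). Average linkage gave 8, all of them DD pigs.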

The functional analysis of the expression profiles was performed using several methods. First, the DE genes were processed using Ingenuity Pathway Analysis (IPA). Forty-six enriched pathways were found, 22 of which (or 47.8%) were related to NAFLD (Supplementary Table 5), like for example “adipogenesis”, “sirtuin signalling”, “mTOR signalling”, “PI3K/Akt signalling”, “B Cell receptor signalling”, and “hepatic fibrosis”^13,14,26,27^.

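Supplementary Table 5 lists the genes behind each IPA pathway, which the study chose on these animals, so no test was run on them. Of the 42 pathways with a complete list, 28 had more genes lower than higher in DD pigs, 12 had more higher and 2 had equal numbers. All 42 held differentially expressed genes of both directions. Among 37 tested genes of mTOR signalling, 6 were higher and 31 lower, with a median log2 FC of −0.36. Of 22 genes of PI3K/AKT signalling, 8 were higher and 14 lower. Adipogenesis had 12 higher and 13 lower among 25, and B cell receptor signalling 13 higher and 18 lower among 31. Hepatic fibrosis had the opposite balance, with 21 of 32 genes higher in DD pigs and a median log2 FC of 0.30.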

A second analysis was performed with ClueGO 2.3.4^28^. Fifty connected terms were found, 48 of which presented a group adjusted p-value < 10^−10^ (Fig. 2), and 13 of which (or 27.1%) fitted into the NAFLD spectrum, like “non-alcoholic fatty liver disease”, “actin cystoskeleton”, “PI3K/AKT signalling”, “natural killer cell-mediated cytotoxicity”, and “leukocyte transendothelial migration” (Supplementary Table 6).

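For the terms of Supplementary Table 6, 54 gene lists were complete, and 38 of them had more genes lower in DD pigs, 15 more higher and 1 equal numbers. The genes were again chosen by the study on these animals and were not tested as lists. In the term for non-alcoholic fatty liver disease, 10 of 33 tested genes were higher and 23 lower in DD pigs, with a median log2 FC of −0.29. Of its 26 genes with an adjusted p below 0.05 in limma, 8 were higher and 18 lower. Natural killer cell mediated cytotoxicity had 7 higher and 15 lower among 22 genes, and leukocyte transendothelial migration 11 higher and 15 lower among 26. The ribosome term was the most one-sided of these, with 2 of 53 genes higher and 51 lower.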

**Figure 2:**
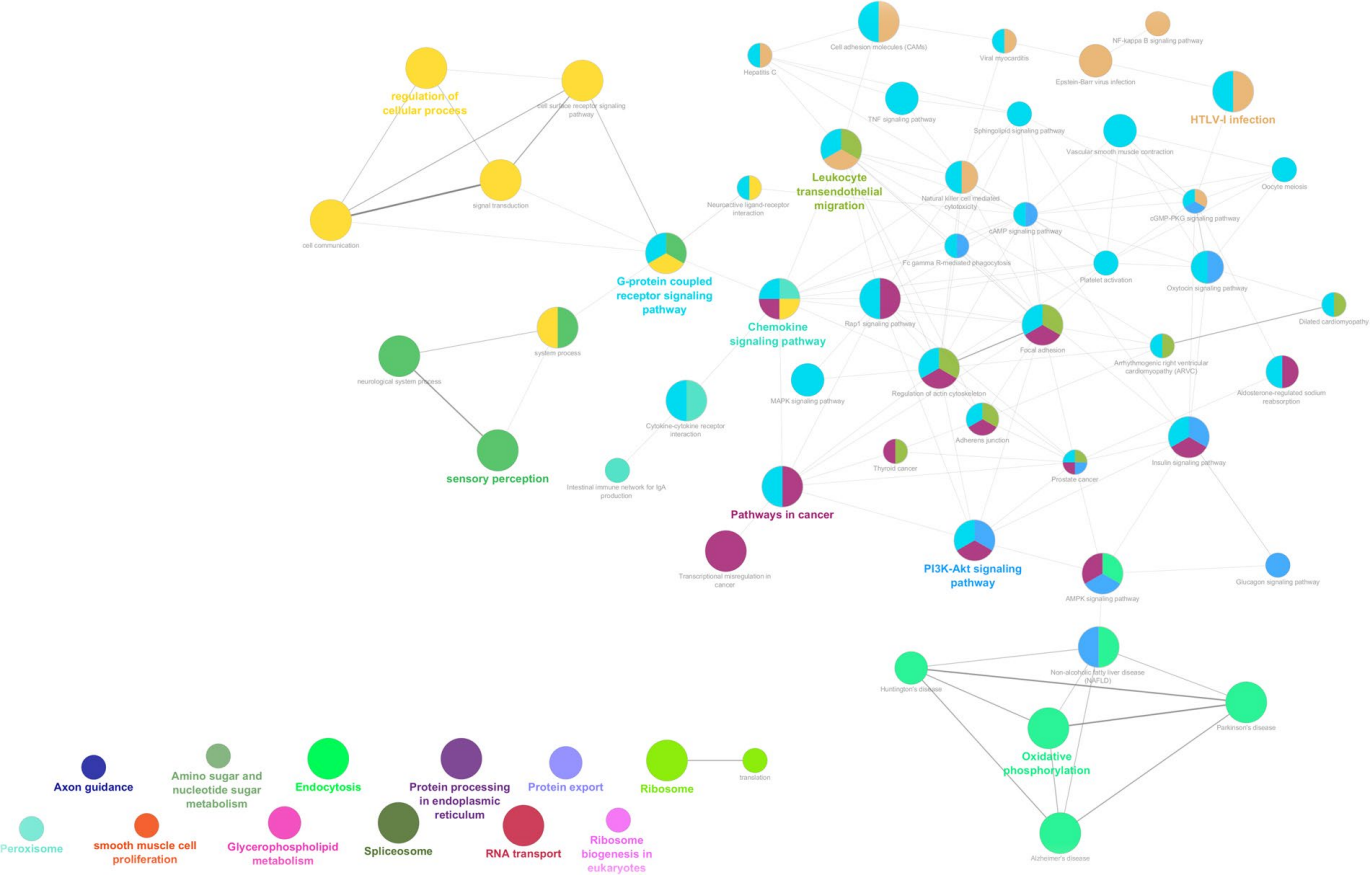
Representation of the functionally connected networks obtained using ClueGO 2.3.4^28^. Each node corresponds to an enriched GO term, and each colour corresponds to a GO group. The same term can be included in several groups, and its size reflects its statistical significance (refer to Supplementary Table 6). The 13 nodes at the bottom left of the picture are not connected to the network. Line width is proportional to k-score values.

As a third step, a Gene Set Enrichment Analysis (GSEA)^29^ was carried out. 

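The MSigDB collection was not used here. In its place, 14 lists of genes with a shared function or cell type were tested, written from general knowledge before the arrays were read. Mitochondrial genes had already been seen in the paper's list of differentially expressed genes, so the mitochondrial list was not chosen blind. All 14 lists were tested with limma's camera (preset correlation 0.01), with fry, and with an exact two-sided permutation of the litter means of each list's score. Genes encoded in mitochondrial DNA were higher in DD pigs in 13 of 13 cases, with a median log2 FC of 0.82 (camera adjusted p = 4.7e-11, exact permutation p = 0.00216, adjusted 0.0152). With adjustment over all genes tested, 12 of them passed the threshold, and 13 did when adjusted over the list alone. Ribosomal protein genes were lower in 69 of 77 cases, with a median of −0.36 (camera adjusted p = 2.2e-10, exact permutation p = 0.00216, adjusted 0.0152). With arrays scaled to their 75th percentile, 56 of the 77 were lower, with a median of −0.0940, and with array brightness as a covariate the median was −0.14. Of these 77 genes, 42 were significantly lower over all genes tested, and 46 of either direction adjusted over the list alone. Interferon-stimulated genes were higher in 32 of 34 cases, with a median of 0.57 (camera adjusted p = 1.4e-09, exact permutation p = 0.00649, adjusted 0.0303). There, 15 genes passed over all genes tested and 20 adjusted over the list alone. The differences in these 3 lists and in the erythroid and nuclear oxidative phosphorylation lists held under fry. The T cell list passed under camera alone (adjusted p = 0.0303 against 0.0775 under fry). Without the pig DD_06 the median of the interferon list was 0.41.

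**Figure D2:**
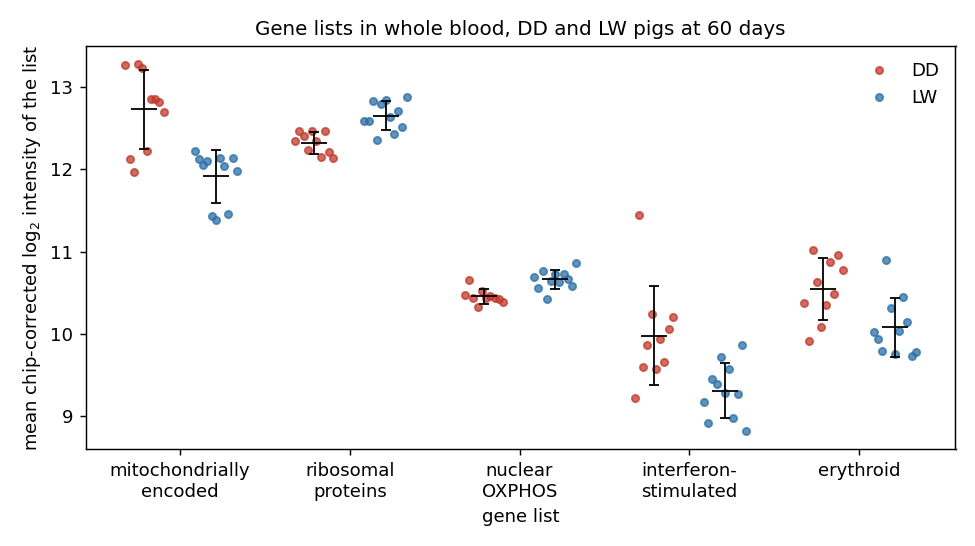
Mean chip-corrected log2 intensity of the genes of 5 lists, with 1 point per pig, for 10 DD and 11 LW pigs. The horizontal marks are means and the bars are SDs. For the interferon-stimulated genes, DD_06 lies at 11.44, above the other DD pigs.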

Eleven MSigDB gene sets^30^ were enriched at a FDR q-value < 0.05, 4 of which (or 36.4%) were related to NAFLD (Supplementary Table 7). The results were globally consistent with those of IPA and ClueGO, as in the case of the signatures “insulin resistance (pancreas β cells)” and “mTOR signalling”.

The pathways related to NAFLD were evenly distributed across all the steps of the two-hit model and were often confirmed by two or more methods of analysis.

Processes such as those related to insulin resistance (ClueGO, GSEA) corresponded to the first hit, while pathways such as “oxidative phosphorylation” (IPA, ClueGO, GSEA) and “cytokine-cytokine receptor interaction” (ClueGO) represented the mechanisms leading to the second hit^12^. 

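Oxidative phosphorylation genes moved in both directions according to their genome of origin. The 72 genes of the list that are encoded in the nucleus had a median log2 FC of −0.23, with 12 higher and 60 lower in DD pigs (camera adjusted p = 1.9e-05, fry adjusted p = 0.000952). The exact permutation of litter means gave p = 0.0108 (adjusted over the 14 lists, 0.0379). Of these genes, 1 was significantly higher and 20 lower over all genes tested, and 27 passed when adjusted over the list alone. On chips 1, 2 and 3 the median was −0.10, −0.21 and −0.33. The mitochondrially encoded genes were higher on each chip, by 0.33, 1.08 and 0.89. With array brightness as a covariate, both directions stayed, but the medians shrank to −0.11 for nuclear and 0.62 for mitochondrial genes. On chip 1 alone, where the breeds were about equally bright, an exact permutation of the arrays gave p = 0.457 and 0.543 in the same order. In the oxidative phosphorylation term of Supplementary Table 6, 14 tested genes were higher and 20 lower. The term for cytokine-cytokine receptor interaction had 18 higher and 14 lower.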

As found by others^13,14,26^, a significant proportion of processes (i.e. 43.5% on average) was related to signalling mechanisms, such as “mTOR signalling” (IPA, GSEA) and “ERK/MAPK signalling” (IPA, ClueGO).

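Lists of genes that mark blood cell types were tested in the same way. The T cell genes were lower in DD pigs in 18 of 18 cases, with a median log2 FC of −0.29, but the exact permutation of litter means gave p = 0.0606. Cytotoxic and natural killer cell genes had a median of −0.29, with 6 higher and 13 lower (camera adjusted p = 0.393). The monocyte list had 12 higher and 9 lower and a median of 0.09 (camera adjusted p = 0.789). Granulocyte genes had 9 higher and 6 lower (camera adjusted p = 0.499), and B cell genes 13 higher and 5 lower (camera adjusted p = 0.103). Of the genes behind Fcγ receptor-mediated phagocytosis in Supplementary Table 5, 6 were higher and 12 lower. Integrin signalling had 11 higher and 30 lower among 41 tested genes.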

The second hit was represented by pathways such as “hepatic fibrosis” (IPA) and “integrin signalling” (IPA), while the ontologies related to inflammation and to the immune response in obesity, like “leukocyte migration” (IPA, ClueGO), “phagocytosis” (IPA, ClueGO), and “cell adhesion” (IPA, ClueGO) were particularly abundant.

Because these three steps of analysis suggested the potential presence of an NAFLD-related pathology, we decided to explore the genes directly related to this disorder in more detail. For this, a literature-based meta-analytic approach was chosen. First, a non-redundant consensus list of 2,551 NAFLD-related genes was created (see methods). Among them, 1,679 were represented on the microarray and 386 were differentially expressed (Supplementary Table 4). The enrichment within the DE genes list was assessed using a Fisher’s exact test and a hypergeometric test, both of which were significant (respectively 0.0195 and 0.0104).

### DD and LW pigs differ by their faecal microbiota

The V3-V4 16S rRNA region was sequenced on 24 60-day-old animals. After quality checks, one low quality sample with less than 300 reads was discarded. Thus, 23 samples were retained for the analysis (Supplementary Table 1), with an average number of 2,180 reads per sample and a range of variation from 1,359 to 3,088 reads per sample. The sequences retained after pre-processing were used for the open reference-based operational taxonomic units (OTUs) picking using the Greengenes database (v. 13.8). A total of 1,224 OTUs and 49 genera were identified.

The values of α-diversity (OTU richness and Shannon diversity) did not differ between the two breeds, while β-diversity analyses suggested that taxonomic abundance profiles were significantly different between the groups, with p-values of 0.001 for both the PERMANOVA and the ANOSIM analyses (Supplementary Fig. 3). In agreement with the literature^22,31^, more than 95% of the sequences in both breeds were represented by the phyla Firmicutes and Bacteroidetes (Fig. 3A), followed by Proteobacteria, Actinobacteria and Spirochaetes. Firmicutes were significantly more abundant in DD minipigs, while Bacteroidetes and Proteobacteria were significantly less abundant (Supplementary Table 8). The two most abundant genera in both breeds were *Prevotella* and *Lactobacillus* (Fig. 3B). *Peptococcus*, *Lactobacillus* and *Ruminococcus* were significantly more abundant in DD pigs, while *Anaerovibrio*, *Prevotella*, *Succinivibrio*, *Mitsuokella* and *Roseburia* were significantly less abundant (Supplementary Table 9).

**Figure 3:**
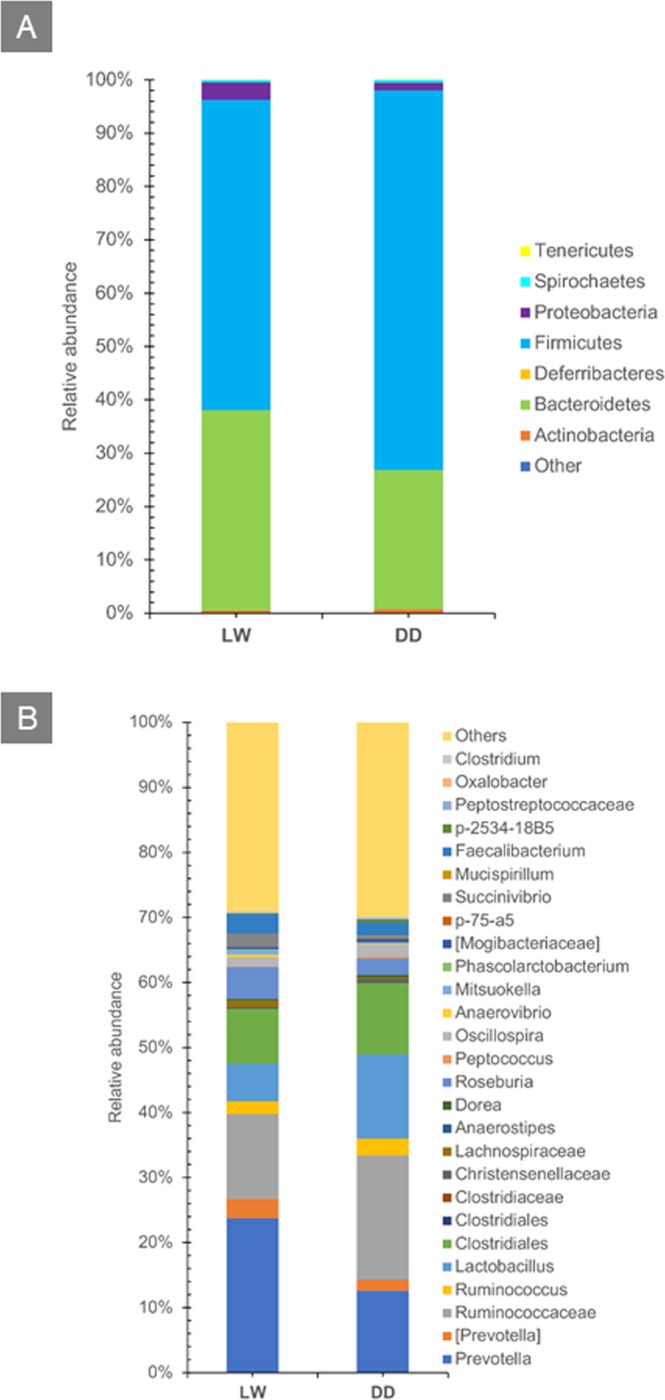
(**A**) Histogram representing the relative abundance (%) of phyla in DD (on the right) and LW (on the left) pigs. (**B**) Histogram representing the relative abundance (%) of microbial taxa in DD (on the right) and LW (on the left) pigs.

To further characterize the composition of DD pigs microbiota, we compared our results to three available datasets, the first one obtained on NASH-affected Ossabaw minipigs^32^ and the other two obtained on obese Göttingen and obese Ossabaw minipigs, respectively^22^.

In the first comparison (i.e. the contrast between DD and LW pigs *versus* the contrast between NASH-affected Ossabaw and lean Ossabaw pigs), 14 taxa were common to the two studies, seven of which were significantly differentially abundant in both cases, and three of which showed the same direction of variation (Supplementary Information 2). This was the case with Firmicutes, which were more abundant in both the contrasts, and with Bacteroidetes and *Roseburia*, which were less abundant. In the second comparison (i.e. the contrast between DD and LW pigs *versus* the contrast between obese Göttingen and lean Göttingen pigs), seven taxa were shared by both studies. Only Firmicutes and Bacteroidetes showed statistically different abundances in the two studies, but with opposite directions of variation. The other five taxa were not significantly different in our study, and only three of them showed the same direction of variation. In the third comparison (i.e. the contrast between DD and LW pigs *versus* the contrast between obese Ossabaw and lean Ossabaw pigs) we found eight taxa common to both studies, six of which with the same direction of variation, i.e. Actinobacteria, Prevotellaceae, *Clostridium*, *Streptococcus*, *Bacteroides* and *Prevotella*. Of note, none of these contrasts was however statistically supported (Supplementary Information 2).

Both the PCA and the clustering analyses separated the two breeds, but several samples were misplaced (Fig. 1C, Supplementary Fig. 2C).

### Integration of the different layers of phenotype information

First, a multiple factor analysis (MFA) was performed using CBCs, blood transcriptome, and faecal microbiota data. The individual factor map (IFM) revealed a split between the breeds, with the first component accounting for 20.3% of the total variability (Fig. 1D). The variable group plot (Supplementary Fig. 4) showed that CBCs gave the highest contribution to the first dimension of variability and the lowest contribution to the second dimension, while transcriptome data showed the opposite pattern. Microbiota data presented intermediate values.

Subsequently, the links between the different data layers were studied in a pairwise fashion with sPLS^33^ and using the data obtained at 60 days. 

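The blood counts at 60 days in Supplementary Table 2 were joined to the arrays by animal, with 6 DD and 11 LW pigs that have both and 18 parameters per pig. In these animals the monocyte number (monum) was 1.55 ± 0.40 (SD, n = 6) in DD pigs and 2.86 ± 0.92 (SD, n = 11) in LW pigs, in the counter's unit. Mean corpuscular volume (mcv) was 56.5 ± 0.837 (SD, n = 6) and 51.2 ± 2.09 (SD, n = 11). The sPLS was fitted in mixOmics in regression mode with 2 components. The 2758 differentially expressed genes, corrected for chip, were the predictors, with 10 genes kept on each component, and all 18 parameters were kept. The paper's text does not give the mode or the number of genes kept per component, so these are choices made here.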

In the case of CBCs and transcriptome, 17 individuals were used. 

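In the fit with 20 genes, the first pair of variates correlated at r = 0.960 over the 17 animals and the second at r = 0.900. The fit chose the genes to raise these correlations, so they carry no p. The first gene variate also separated the breeds (r = 0.804 with breed). Hemoglobin, hematocrit, mcv, mch, mchc, pwd and grpro fell into one group of parameters, and the other 11 into the second. The correlation with the first component was 0.793 for mch and 0.589 for hgb, and −0.902 for monum and −0.866 for mopro. With breed means subtracted from genes and parameters, 5 parameters in place of 8 correlated positively with the first component, and 6 of the 20 genes were chosen again. In that fit the correlation was 0.362 for mch, −0.137 for hgb, −0.835 for monum and −0.584 for mopro, so that hgb changed sign.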

The results were visualized producing a clustered image map (CIM)^34^, showing that CBCs were split in two main groups, corresponding to the metrics which had already been found more abundant and less abundant in DD pigs (Fig. 4A).

**Figure 4:**
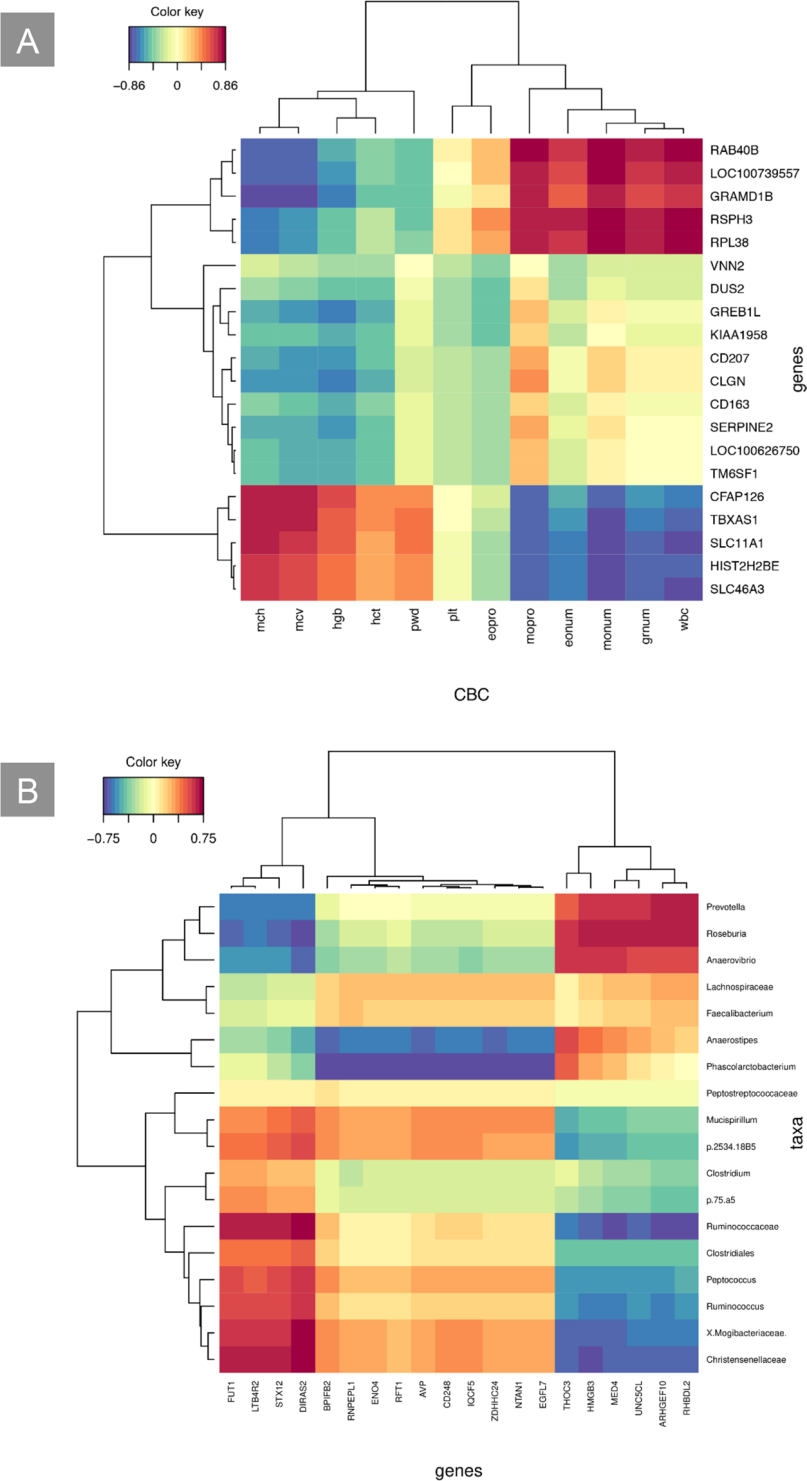
(**A**) A clustered image map (CIM) based on the association values obtained from the first two dimensions of the sPLS analysis integrating CBCs and DE genes. The CBCs parameters are plotted on the X-axis, and the genes are plotted on the Y-axis. The red and the blue coloured blocks indicate a positive or a negative association respectively, while the yellow colour indicates weak levels of association. **(B)** A clustered image map (CIM) based on the association values obtained from the first two dimensions of the sPLS analysis integrating DE genes in the blood and faecal microbial taxa. The DE genes are plotted on the X-axis, and the microbial taxa are plotted on the Y-axis. The red and the blue coloured blocks indicate a positive or a negative association respectively, while the yellow colour indicates weak levels of association.

The most relevant associations were represented by 20 genes and 12 CBCs. Some CBC metrics, which were not differentially abundant between DD and LW pigs, did show association with DE genes (Supplementary Table 3B). Indeed, eonum, eopro, grnum and wbc grouped with the parameters showing lower abundance in minipigs. 

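In the sPLS fit of the re-computed values, the correlation with the first component was −0.756 for eonum, −0.398 for eopro, −0.785 for grnum and −0.854 for wbc, on the side of monum. In the 17 animals, wbc was 13.9 ± 2.41 (SD, n = 6) in DD pigs and 20.2 ± 4.94 (SD, n = 11) in LW pigs. For grnum the values were 9.58 ± 1.64 (SD, n = 6) and 12.9 ± 2.97 (SD, n = 11), and for eonum 0.267 ± 0.0516 (SD, n = 6) and 0.391 ± 0.158 (SD, n = 11).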

The metric eopro was discarded as not reliable (See methods).

In the case of transcriptome and faecal microbiota, sPLS was performed on 20 individuals. A CIM (Fig. 4B) revealed that the most important associations concerned 20 genes and 18 taxa. The genes were split into three groups. The first included four genes with strong positive association with Firmicutes such as *Peptococcus* and *Ruminococcus* and strong negative association with *Prevotella* and *Roseburia*, while the second included six genes showing the opposite pattern. The third group showed weaker association with the taxa.

For CBCs and faecal microbiota, the sPLS was based on 20 individuals, but no significant association between the variables was found.

## Discussion

The DD minipig herd maintained inbred in France does not seem especially prone to obesity, but to date there have been no attempts to characterize it in terms of metabolic diseases. Usually, these disorders are studied by feeding the animals with high-fat and high-sucrose diets. However, by a general point of view, minipigs can develop obesity even when they receive *ad libitum* standard chow^22^. This has been observed, for instance, in the DD minipig herd maintained in the United Kingdom (Mick Bailey, personal communication). In our study, the animals were fed *ad libitum* with classical pig diet and their physiological status was studied at 60 days by comparison to LW pigs. This latter commercial breed was chosen because of its lean meat percentage^20,35^. We combined the results from three data layers, i.e. CBCs, transcriptome profiles, and 16S rDNA sequencing, and our findings suggested that DD pigs were potentially affected by a disease belonging to the NAFLD spectrum.

First, we studied the overall data structure. The MFA showed a clear split between DD and LW pigs, which was globally confirmed by the PCA analyses individually performed on each dataset. In the case of hierarchical clustering, the split between the breeds was clearly supported by the transcriptome data alone. The transcriptome was also the most informative dataset in terms of contribution to the total variation. The microbiota contributed to a similar, but slightly lower extent, while the role of CBCs was more limited. These findings were in agreement with those obtained by Mach and co-workers^31^ and was possibly related to the number of variables of each dataset, which was highest in the case of transcriptome and lowest in the case of CBCs.

Then, we studied each single dataset independently to understand the molecular mechanisms underlying our biological systems, and we used pairwise sPLS analyses to better characterize their interactions. Two important hematorheological parameters, i.e. hematocrit and hemoglobin, were significantly higher in DD pigs over almost the whole time-course, making the finding more robust. High levels of hematocrit and hemoglobin are associated with obesity and metabolic syndrome^36,37^, respectively, and both metrics are related to insulin resistance, NAFLD and NASH in humans^38–40^. Mean corpuscular volume was also higher in DD pigs; however, even though this parameter is increased in some liver pathologies, it does not seem to be linked to NAFLD^41^. The values of platelet distribution width and mean platelet volume were also consistently higher in DD pigs, indicating platelet activation. This process is linked to obesity and NAFLD in both pigs and humans^23,42–44^. Platelets participate in the process of liver inflammation^45^ and their activation is specifically predictive of cardiovascular diseases^46^, which are strongly associated with NAFLD^5,10^. Because these processes are deeply intertwined, it is difficult to state whether augmented values of pwd and mpv point to a NAFLD-related disorder, a cardiovascular disease, or a combination of both. However, in a multisystemic perspective, they might suggest the presence of cardiac diseases associated to NAFLD as comorbidities. In contrast, monocyte absolute number and monocyte percentage showed a trend towards decreased values in minipigs. Low levels of monocytes have been correlated to septic processes in patients affected by chronic liver diseases, possibly representing a response to an extensive and acute inflammatory process^47^. In any case, the low levels of statistical support did not allow us to draw strong conclusions in this regard.

Transcriptome profiling also suggested a disorder belonging to the spectrum of NAFLD in DD pigs. This result was especially interesting because the enriched processes were found across each step of the two-hit model^12,13^ and because they were often confirmed by more than one analysis method. Furthermore, the pathways identified as enriched showed high levels of agreement with the literature available for humans^13,14,48^ and for Bama pigs^15^. These findings indicated a global shift in gene expression and suggested an impact of the disease on the physiological state of the minipigs. The pathways detected using traditional functional analysis corresponded to different molecular processes involved in NAFLD, but almost none of them represented an NAFLD-centered gene set. Indeed, a specific enrichment was obtained only with ClueGO, because both the IPA and the GSEA databases lacked appropriate ontologies. Since we wanted to study the potential presence of NAFLD in a more targeted way, we followed a meta-analytic approach based on the literature and then we obtained a significant enrichment of our DE genes list. This supported our characterization of the transcriptome in terms of NAFLD, with particular relevance because it was based on experimental expression studies (See methods). Moreover, looking at the 20 highest and the 20 lowest expressed genes, we found a strong overrepresentation of NAFLD-related genes, which added up to 25% (i.e. 5 out of 20 genes). Indeed, the same value calculated on the whole list was just 12.7% (i.e. 386 out of 3,042 genes). The genes belonging to the pathways used for the other methods of enrichment analysis, instead, accounted for only 5% of the total. This indicated that the deepest changes in the transcriptome affected genes that were directly involved in NAFLD. It was the case, for instance, with *IFITM1* (log_2_ FC = 4.1), *COL16A1* (log_2_ FC = 2.9), *TOR3A* (log_2_ FC = 2.4), *LY6D* (log_2_ FC = 2.2), *CXCL10* (log_2_ FC = 1.9), *F2R* (log_2_ FC = −1,8) and *TAGLN* (log_2_ FC = −2.1), which have key roles in many studies performed in pigs^15^, mice^6,49,50^ and humans^14,51^.

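The array has 1 probe named IFITM1 here, on chromosome 2, with a log2 FC of 0.71 (SE 0.20, limma adjusted p = 0.0187). COL16A1 was higher by 2.84 (SE 0.27, limma adjusted p = 1.0e-06), with a difference between 2.56 and 3.53 on each chip. TOR3A was at 9.58 ± 0.77 (SD, n = 10) in DD pigs and 4.98 ± 2.20 (SD, n = 11) in LW pigs (limma adjusted p = 0.00017), and its probe was well above background on all 10 DD arrays but on 3 of 11 LW arrays, so that the size of its difference is not exact. LY6D had a log2 FC of 1.18 (SE 0.22, limma adjusted p = 0.00158). For CXCL10 the log2 FC was 1.88 (SE 0.52, limma adjusted p = 0.0179), with 5 of 10 DD pigs above all LW pigs, and without the pig DD_06 it was 1.44. F2R was lower, at 6.85 ± 0.35 (SD, n = 10) in DD pigs against 8.58 ± 0.72 (SD, n = 11) in LW pigs. The probe of TAGLN was not well above background on any DD array and was on 7 of 11 LW arrays. Its expression in DD pigs was at least 2.21-fold lower (limma adjusted p = 0.00846), an approximate bound because the LW mean includes signal near background. Without chip 2 its adjusted p in limma was 0.224, and over the 15 other ways of processing set before the arrays were read it ranged from 0.00373 to that value. From the share of NAFLD-related genes among those with the deepest changes, the paper concludes that these changes affected genes directly involved in NAFLD.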

In agreement with CBC data, a specific enrichment of pathways related to cardiac disorders was also found, like in the cases of “heme metabolism” (GSEA), “platelet activation” and “cardiomyopathies” (ClueGO). This finding is meaningful in a multisystemic perspective, which stresses the link between NAFLD and cardiovascular diseases^5^.

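Erythroid genes, which include those of heme synthesis, were higher in DD pigs in 29 of 34 cases, with a median log2 FC of 0.46 (camera adjusted p = 1.1e-06, fry adjusted p = 0.0323). The exact permutation of litter means gave p = 0.0368, or 0.0859 when adjusted over the 14 lists. On chips 1, 2 and 3 the median was 0.17, 0.35 and 0.96. Once the slope on array brightness was removed, the difference between litter means was 0.06 (exact permutation p = 0.539). The platelet list had 8 genes higher and 12 lower, a median of −0.10 and a camera adjusted p of 0.972, and its median was 0.05 when arrays were scaled to their 75th percentile. Without chip 3 the median was −0.37 (camera adjusted p = 0.0244, the lowest of a range up to 0.986). With array brightness as a covariate, added after the data were seen, 2 platelet genes were higher and 18 lower, with a median of −0.41 (camera adjusted p = 1.0e-06). Neither fry nor the litter permutation was run with that covariate, and camera alone does not exclude chance. Without the covariate, the platelet list had an exact litter permutation p of 0.173 and a fry adjusted p of 0.777. In the terms of Supplementary Table 6, platelet activation had 7 genes higher and 14 lower in DD pigs. Dilated cardiomyopathy had 10 higher and 5 lower, and arrhythmogenic right ventricular cardiomyopathy 8 higher and 6 lower.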

The sPLS provided further hints about the connections between the first two data layers (i.e. CBCs and blood transcriptome). On the one hand, it confirmed the importance of the differentially abundant CBCs in the definition of the NAFLD phenotype, showing strong association with some DE genes. Interestingly, the large majority of genes (18 out of 20) was not known to be related to NAFLD and could therefore represent new candidates. This was the case, for instance, with *CFAP126* and *HIST2HBE*, which showed strong positive association with hematorheological parameters and strong negative association with monocytes, and which grouped with the well characterized *SLC11A1*^49^ and *TBXAS*^6^ genes. On the other hand, the sPLS also indicated that some non-differentially abundant CBC parameters were strongly associated with DE genes, even though their biological meaning was not easy to interpret. This happened, for instance, with the metric eonum. 

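CFAP126 has no probe named here. The paper's HIST2HBE was taken as HIST2H2BE, which had a log2 FC of 0.27 (SE 0.26, limma adjusted p = 0.458) over the 21 arrays, and of −0.06 without chip 3. SLC11A1 was higher by 0.44 (SE 0.12, limma adjusted p = 0.0162), and TBXAS1, the paper's TBXAS, by 0.50 (SE 0.17, limma adjusted p = 0.037). Under 15 other ways of processing, SLC11A1 did not pass the threshold in 3 (adjusted p from 0.0067 to 0.163) and TBXAS1 in 5 (0.00638 to 0.435). Because the breeds differ in both genes and blood counts, relations were computed within LW pigs, over 6 litter means with exact permutation (two-sided), as 33 relations of these 3 genes with 11 parameters. With monum, Pearson's r was −0.604 for HIST2H2BE (exact p = 0.211), and Spearman's rho was −0.600 (exact p = 0.242). For SLC11A1, r was −0.757 (exact p = 0.103) and rho −0.771 (exact p = 0.103), and for TBXAS1, r was −0.720 (exact p = 0.126) and rho −0.429 (exact p = 0.419). Without the pair of litters farthest from the median, these r were 0.157, −0.457 and −0.992. With mch, r was 0.119, 0.151 and 0.246 in the same order (exact p = 0.833, 0.768 and 0.671), and rho was 0.371, 0.314 and 0.429 (exact p = 0.497, 0.564 and 0.419). Without the farthest pair, the r with mch were 0.820, 0.936 and 0.429. None of the 33 relations passed after Benjamini-Hochberg adjustment, where the lowest adjusted p was 0.445, and 2 had an exact p below 0.05 before it. The 6 DD pigs with blood counts come from 3 litters, too few for such a test.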

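Within LW pigs, eonum was related to SLC11A1 over the 6 litter means, with r = −0.871 (exact permutation p = 0.0194) and rho = −0.943 (exact permutation p = 0.0167). Neither passed when adjusted over the 33 relations. Without the pair of litters farthest from the median, r was −0.952. For HIST2H2BE the r with eonum was −0.521 (exact permutation p = 0.289), with a rho of −0.314 (exact permutation p = 0.564) and an r of 0.691 without the farthest pair. For TBXAS1 the r was −0.498 (exact permutation p = 0.318), the rho −0.257 (exact permutation p = 0.658) and the r without the farthest pair −0.748.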

A loss of eosinophils was reported in the adipose tissue of patients affected by NASH^52^, but it is not straightforward to compare these results to ours. Also, NAFLD is usually associated with high wbc^53^ and mpv^44^ values, which contrasts with our findings.

The characterization of microbiota was less clear-cut. On the one hand, the comparison of our data to those obtained in NASH-affected Ossabaw pigs^32^ and in obese Göttingen pigs^22^ highlighted only limited similarities. On the other hand, the microbiota of our DD pigs shared some characteristics with that of the Ossabaw breed which, according to the authors, displayed the features associated with obesity^22^. However, the lack of statistical support did not allow us to draw robust conclusions on this point. The Firmicutes to Bacteroidetes ratio was higher in DD (2.7) than in Large White pigs (1.6), which was also consistent with the pattern observed in obese Ossabaw minipigs^22^ and could provide some support to the presence of obesity^32,54^. However, these pieces of evidence were not sufficient to make robust inferences about microbiota data.

The sPLS analysis provided more details about the relationship existing between microbiota and DE genes. The genus *Prevotella*, for instance, was negatively associated with obesity in Ossabaw minipigs^22^ and was similarly underrepresented in DD pigs. According to our results, the genus *Prevotella* exhibited negative association with the genes *FUT1*, *LTB4R2*, *STX12* and *DIRAS2*, which could be therefore related to this pathology. Except for *LTB4R2*, these genes have never been associated with obesity or NAFLD and could be therefore new candidates for these disorders. The genera *Roseburia* and *Anaerovibrio* grouped with *Prevotella*, pointing to a potential link to the NAFLD spectrum; however, no evidence for the involvement of these bacteria in obesity was found in Ossabaw pigs^22^.

Taken together, our results suggest that the DD minipigs could potentially present symptoms of a pathology belonging to the NAFLD spectrum. It is important to refer to NAFLD spectrum, and not to NAFLD *stricto sensu*, because of the inherent complexity of this disorder and because we could not produce additional physiological data to allow a specific diagnosis. In any case, NAFLD is increasingly being regarded as a multisystem disease^5^, which implies that it its constitutively linked to a large array of comorbidities.

Even if all the data layers supported our hypothesis, each one highlighted a slightly different combination of pathologies. In the case of CBCs, the results pointed to the presence of cardiac diseases and NAFLD, with a stronger representation of the former. In the case of transcriptome, NAFLD seemed to be the primary disorder, while cardiac diseases appeared as comorbidities. Microbiota data, instead, suggested the potential presence of obesity, but this evidence was not strong.

Transcriptome was the most informative data layer, and its integration with CBCs and microbiota produced consistent results. Therefore, we can speculate that our tentative characterization of the datasets in terms of NAFLD could potentially be the most accurate.

It must be considered that some limitations affect our results. Our data were obtained on young individuals, while NAFLD-related disorders are typically studied on 4- to 30-month-old animals. Therefore, many symptoms were likely not completely apparent. Moreover, transcriptome and microbiota data were only obtained at 60 days, while more time-points could provide a better characterization. Nevertheless, our work adds useful information to characterize NAFLD-related disorders in pigs, providing a robust workflow for the analysis of intermediate phenotypes.

## Materials and Methods

### Animals and diet

Twelve LW (i.e. 6 pairs of siblings) and twelve DD pigs (i.e. 6 pairs of siblings) of the same age were used (Supplementary Table 1). The suckling piglets had access to a pre-starter feed from day 3 (18% crude protein DM, 7.5% crude fat DM, 1.55% lysine DM) and were weaned at day 28. They were fed a starter diet from day 29 to day 40 (19% crude protein DM, 7% crude fat DM, 1.45% lysine DM) and were fed a grower diet *ad libitum* (16.5% crude protein DM, 2.4% crude fat DM, 1.17% lysine DM) from day 41 to day 150.

All the animals were raised and sampled at the INRA experimental farm of Nouzilly (France) in 2012 (farm agreement E 37-175-2). All the experiments were compliant to the French regulation for use of animals in research (articles R214-87 to R214-137 of the French rural code before the legal update enacted in 2013). No ethics approval was required for the collection of blood samples under the then current regulation.

### Blood and stool sampling

The blood samples for CBCs were collected at 8, 20, 40, 60 and 100 days of age using BD Vacutainer EDTA tubes (Becton Dickinson, Franklin Lakes, NJ, USA). The blood samples for RNA extraction were collected from 60-day-old animals using PAXgene Blood RNA tubes (Qiagen, Hilden, Germany). Faecal aliquots (200 mg) were collected from the rectum of the animals at 60 days of age, snap-frozen in liquid nitrogen and stored at −80 °C.

### Complete blood counts: data production and analysis

CBCs were obtained using a scil Vet abc counter (scil animal care company, Altorf, France). Eighteen parameters were measured for each time-point: white blood cell count (wbc); red blood cell count (rbc); platelet count (plt); hemoglobin (hgb); hematocrit (hct); mean corpuscular volume (mcv); mean corpuscular hemoglobin (mch); mean corpuscular hemoglobin concentration (mchc); platelet distribution width (pwd); mean platelet volume (mpv); lymphocytes absolute number (lynum); monocytes absolute number (monum); granulocytes absolute number (grnum); eosinophils absolute number (eonum); lymphocytes percentage (lypro); monocytes percentage (mopro); granulocytes percentage (grpro); eosinophils percentage (eopro).

A linear-mixed model was fitted to each parameter using the lme4 R package^55^. The breed was set as a fixed effect and the sow as a random effect. Data of each day were separately analysed.

The results obtained on 60-day-old individuals were used for the subsequent analyses, while the values obtained at the other time-points (i.e. 8, 20, 40 and 100 days) were used only as a means of validation. A metric was retained only if the direction of the change in the differential abundance at 60 days (i.e. positive or negative) was consistent with at least two out of five points.

The metrics retained were rescaled using the ‘rescale’ function of the scales R package (https://CRAN.R-project.org/package = scales) and analysed through a PCA and a hierarchical clustering using the FactoMineR R package and selecting the Pearson’s correlation coefficient and the Ward method^56^.

### RNA extraction and microarray processing

Total RNA from blood of 60-day-old individuals was isolated using the PAXgene Blood RNA Kit (Qiagen). RNA quality and integrity were determined using a NanoDrop 1000 (Thermo Scientific, Waltham, MA, USA) and a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA).

Transcriptional profiling was performed using an Agilent 8 × 60K pig custom microarray (Agilent Technologies, AMADID 037880). Twenty-four samples were processed (i.e. three chips). All steps were performed by the @BRIDGe facility (INRA Jouy-en-Josas, France, http://abridge.inra.fr/), as described previously^57^. Microarray data were submitted to GEO (accession number GSE111953).

### Microarray data analysis

The annotation of the pig array was updated using the Sscrofa 11.1 version of the pig genome (see Supplementary Information 1).

Probe intensities were background corrected using the “normexp” method, log_2_ scaled and quantile normalized using the Limma R package^58^. The probes of the lowest quartile were filtered out, controls were discarded and the probes corresponding to genes were summarized.

The obtained expression matrix (“E1”) was processed with the arrayQualityMetrics R package^59^ for quality assessment. 

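The local background intensity of the deposited arrays differed by chip. Its median over the probes was between 25 and 27 on the 7 arrays of chip 1 and between 24 and 25 on the 8 arrays of chip 2. On the 6 arrays of chip 3 it was between 37 and 40. The median signal of the negative control probes went the other way, with means over arrays of 39.6, 38.8 and 31.2. The outliers removed by the authors are not analysed here.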

Three outliers and a technical bias concerning the third chip were detected. After outlier removal, the raw data were pre-processed again to obtain the “E2” expression matrix.

The differential analysis was performed using the Limma R package. A linear model was fitted for each gene, setting the breed and the chip as fixed effects, and comparing DD to LW pigs. The sow was included as a random effect using the “duplicateCorrelation” function. The p-values were Benjamini-Hochsberg corrected setting a threshold of 0.05.

An alternative linear model was tested, including also monocyte count as a fixed effect, but the small sample size (i.e. 17 individuals) determined a sharp decrease in the statistical power of detection.

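On the 17 arrays of pigs with blood counts, 572 genes passed the threshold without the monocyte count, 209 of them higher and 363 lower in DD pigs. With the monocyte count as a fixed effect 50 passed, 19 higher and 31 lower, and 1262 had an unadjusted p below 0.05. The median standard error of the breed difference grew by a factor of 1.36. With monocyte percentage in place of the count, 18 genes passed. Of the 2758 genes that passed over the 21 arrays, 2754 kept their direction in the model with the monocyte count.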

The E2 expression matrix was further modified. In fact, this matrix was not corrected for the chip-related bias, which was treated as an effect by the Limma linear model. To perform other downstream analyses, this bias was corrected using the Limma “removeBatchEffect” function. The “E3” corrected matrix was used to perform a PCA and a clustering with FactoMineR^56^.

### Functional analysis of blood transcriptome

Transcriptome functional analyses were performed using four approaches. First, the DE genes were analysed with Ingenuity Pathways Analysis 01.08 (September 2017 Release, IPA, www.ingenuity.com) to identify canonical pathways. Only those with a -log(p-value) > 1.75 and including at least 10 genes were considered.

The second analysis was realized using ClueGO 2.3.4^28^. A two-sided test was used to highlight enriched GO terms. Significance was set at an adjusted p-value of 0.05, the “GO fusion” option was used, the k-score was fixed at 0.2 and the global/local parameter at the sixth level. Three ontologies were selected: “Sus scrofa ontologies KEGG_06.07.2015”, “GO_ImmuneSystemProcess_03.07.2015_09h08” and “GO_BiologicalProcess_03.07.2015_09h08”.

A third analysis was performed using GSEA^29^ as implemented by the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp). The E3 matrix was analysed using the “h.all.v6.1” MsigDB^29^, choosing the “gene_set” option for the permutations.

In all these three cases, the percentage of pathways putatively related to the NAFLD spectrum was estimated by performing a comparison with a pathway consensus list obtained using 19 papers describing transcriptional profiling^6,8,14–16,49,50,60–69^ or data meta-analysis^7,51^. A further review paper was also added^27^. More details are found in Supplementary Information 2.

The fourth approach involved a meta-analytical screening of the literature relative to NAFLD and other related diseases. The same already listed 19 papers were used, and the available DE gene lists were retrieved and merged to obtain a non-redundant set, which was intersected with our DE gene list. The enrichment was assessed using a Fisher’s exact test and a hypergeometric test.

### Production and analysis of 16S data

DNA was extracted from frozen faecal samples as described by^70^. Subsequently, the V3–V4 region of the 16S rRNA gene was sequenced using the 454 GS FLX Titanium platform (Roche, Pleasanton, CA, USA) as described by^71^. FastQC was used to perform quality checks on the raw data and the sequences were analysed with QIIME 1.9.1^72^ as described previously^71^.

Species richness estimates (Chao1, observed OTUs, and abundance-based coverage estimators or ACE) and evenness indexes (Shannon and Simpson), were calculated using the phyloseq R package after the reads were rarefied^73^. For β-diversity, weighted UniFrac distances were first calculated on the OTUs table. Then, nonmetric multidimensional scaling (nMDS) and distances to centroid were calculated using the “betadisper” function of the vegan R package. Breed comparisons were assessed with PERMANOVA using the “adonis” function in the vegan R package^74^, and p-values were obtained using Monte Carlo random draws. Also, an ANOSIM was performed using the vegan R package to test the significance of the difference between the breeds.

A linear-mixed model was fitted on the OTUs table using the lme4 R package and setting the breed as a fixed effect and the sow as a random effect. Relative abundance (%) differences at phylum and lower taxonomic levels between DD and LW pigs were assessed using MetagenomeSeq 1.20.1^75^. A Kruskal-Wallis test was performed, and q-values were Benjamini-Hochberg adjusted. The differentially abundant taxa were compared to the results published in two recent papers^22,32^ by following the procedure described in Supplementary Information 3. A PCA and a clustering were also performed. 16S data were submitted to SRA (accession number SRP144235).

### Data integration

An MFA^76^ was used to integrate CBCs, blood transcriptome, and 16S data using the FactoMineR R package^56^. The results were visualized using an individual factor map (IFM) and a variable groups plot.

The datasets were then studied in a pairwise fashion with sPLS^33^ using the mixOmics R package (https://cran.r-project.org/web/packages/mixOmics/)^77^. For each dataset pair, the analysis was performed using only the 60-day-old individuals for which the data belonging to both datasets were available. For CBCs and transcriptome and for transcriptome and 16S, the statistical models were optimized using the “perf” function and setting the “ncomp” parameter to two, and a CIM was used to visualize the data. No valid model was obtained for CBCs and 16S data.

## Supplementary information

Supplementary information.

Supplementary information2.

Supplementary information3.

Supplementary information4.

Supplementary information5.

Supplementary information6.

Supplementary information7.

Supplementary information8.

Supplementary information9.

Supplementary information10.

Supplementary information11.

Supplementary information12.

Supplementary information13.

Supplementary information14.

Supplementary information15.

Supplementary information16.

# Supplementary material for: Integrative analysis of blood and gut microbiota data suggests a non-alcoholic fatty liver disease (NAFLD)-related disorder in French SLAdd minipigs
**Source:** Sci Rep. 2020 Jan 14;10:234. doi: 10.1038/s41598-019-57127-x
**Supplement:** Supplementary file 5 — Supplementary information5.

**Supplementary information 1**. Detailed description of the workflow of annotation of the custom Agilent microarray.

---

**(I) Overview**

By a general point of view, the workflow of annotation of the pig Agilent chip was divided into five main steps:

1. the probes were mapped to the pig genome using TopHat and were then intersected to the proper annotation file. The details concerning the workflow used to perform this step are given in section (I)
2. the annotated probes were subsequently divided in four groups:
   1. probes which received an annotation both from NCBI and from Ensembl, and whose annotations were consistent. This group included 29,510 oligonucleotides
   2. probes which received an annotation only from NCBI or only from Ensembl. These two subgroups included 5,407 and 2,109 oligonucleotides, respectively
   3. probes which received an annotation both from NCBI and from Ensembl, and whose annotations were not consistent. This group was made up by 4,562 oligonucleotides
   4. probes which received an annotation from NCBI or Ensembl, and whose annotations corresponded to multiple different genes. This set corresponded to 2,076 unique oligonucleotides
3. the probes belonging to the groups (a) and (b) did not undergo further analysis
4. the probes belonging to the groups (c) and (d) underwent further analysis in order to solve the ambiguities found in their annotations. The details concerning the workflows used for the disambiguation of these probes are given in sections (III) and (IV)
5. the probe sets (a) and (b) where then merged to the disambiguated probe sets (c) and (d), and some minor steps of manual curation were performed. The final annotation included 40,730 probes, corresponding to 14,695 unique genes

**(II) Mapping of the probes to the genome**

1. an initial dataset made up of 60,306 probes was mapped to the pig reference genome available at NCBI (<ftp://ftp.ncbi.nlm.nih.gov/genomes/Sus_scrofa/>). The software TopHat v2.0.14 was used setting the option “max-multihits” to 5 and the option “library-type” to fr-unstranded, and choosing the “GCF_000003025.6_Sscrofa11.1_genomic.fna” file as a reference. A total number of 52,699 probes (87.3%) was mapped following this protocol. Subsequently, the Bedtools command “intersectBed” was run in order to find the overlap between the “accepted_hits.bam” file obtained as an output of the TopHat analysis and the “ref_Sscrofa11.1_top_level.gff3” pig annotation file. The final intersection file was then edited in order to obtain a .txt annotation file
2. the same initial probe set was mapped to the pig reference genome available at Ensembl (<ftp://ftp.ensembl.org/pub/release-90/gff3/sus_scrofa/>). The software TopHat v2.0.14 was used setting the option “max-multihits” to 5 and the option “library-type” to fr-unstranded, and choosing the “Sus_scrofa.Sscrofa11.1.dna.toplevel.fa” file as a reference. A total number of 52,497 probes (87.1%) was mapped following this protocol. Subsequently, the Bedtools command “intersectBed” was run in order to find the overlap between the “accepted_hits.bam” file obtained as an output of the TopHat analysis and the “Sus_scrofa.Sscrofa11.1.90.gtf” pig annotation file. The final intersection file was then edited in order to obtain a .txt annotation file

**(III) Workflow for the disambiguation of the probes belonging to the group (c)**

1. the 4,562 probes belonging to this group were analyzed by performing a manual blastn analysis against the whole NCBI dataset
2. if the results were consistent with the previous NCBI annotation and included also hits from species other than pig, then the Ensembl annotation was checked
3. if the gene was not found in the Ensembl annotation, then the NCBI annotation was kept
4. if the gene was found in the Ensembl annotation, but the results were not consistent between NCBI and Ensembl, the Ensembl annotation was further inspected by directly examining the genome browser
5. in fact, in some cases the locus found in the Ensembl annotation overlapped to several other genes. If the gene annotated by NCBI was found among all of the annotated genes, then the NCBI annotation was retained
6. if the NCBI annotation corresponded to a sequence marked as “LOC”, but the blastn results also include hits corresponding to the Ensembl annotation, then the Ensembl annotation was retained
7. if the NCBI annotation corresponded to a subject marked as “LOC”, but the Ensembl results did not show any precise name for the gene, a further blastn analysis on the probe was carried out as a potential confirmation
8. after these steps of annotation, a total number of 3,710 probes was retained, corresponding to 81.3% of the initial set

**(IV) Workflow for the disambiguation of the probes belonging to the group (d)**

1. the 2,076 probes belonging to this group were analyzed by performing an automated blastn analysis against the whole NCBI dataset
2. only the subjects showing 100% identity were kept
3. the subjects were subsequently manually inspected
4. when all the subjects corresponded to the same gene, the corresponding gene name was kept
5. when some subjects corresponded to a certain gene, while the other gave “NA” as a result, then the gene name was kept if it was found in at least 75% of the subjects
6. when the subjects corresponded to two or more different genes, the probe was discarded, except in a few cases in which a manual inspection was performed
7. the cases in which a probe received only “NA” subjects as a result were discarded as well
8. after these steps of annotation, a total number of 1,035 probes were retained, corresponding to 49.8% of the initial dataset

How the deposited data were processed for this re-analysis (not part of the article)

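Whole blood RNA of 10 DD and 11 LW pigs at 60 days was measured on a one-colour Agilent custom pig array, with 1 array per pig on 3 chips. The authors processed 24 animals and removed 3 arrays as outliers before deposit. The scanner files hold intensity values as deposited, with the spot signal, the local background and a background-subtracted processed signal of each probe, not normalized between arrays. The deposited log2 values are a matrix that the authors made by background correction, log2 scaling and quantile normalization. The scanner files also hold flags set by the authors' feature extraction software, of which the flag for a signal well above background was used. No probe was saturated (0 on each array). Blood counts at 60 days came from the paper's supplementary tables, and the gene lists of its pathway tables likewise. The copy of Supplementary Table 4 held here is truncated and entered no analysis, but mitochondrial genes were seen in it before the gene lists were written. The 16S data were not used here.

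Groups came from the breed, sow and chip given with the samples. The intensities were background corrected with limma's normexp (offset 0) on the spot and local background signal, put on a log2 scale and quantile normalized. The 25% of non-control probes with the lowest mean were removed. Probes were named by the symbol in the scanner file (14003 probes), accession (9612), locus (1690), array symbol (1233), identical sequence (1091), shared accession (880), older symbol (176) or description (33). The other 31587 have no gene name here. Kept probes of one gene were averaged. Of the genes with a name, 6696 had at least 2 probes. Whether a probe's sequence matches the pig genome could not be checked, since no genome sequence was used.

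Differences between breeds were fitted in limma with chip as a fixed effect and the sow as a random block (duplicateCorrelation), with moderated t tests (eBayes) and Benjamini-Hochberg adjustment over all genes tested. The thresholds were an adjusted p of 0.05 and a log2 FC of 1.5. The genes named in the text are the 5 highest and the 5 lowest log2 FC among genes past the adjusted p threshold with the same sign of difference on all 3 chips, and the genes of Table 1 and of the paper's text, where the array names them. Gene lists were tested with cameraPR (correlation 0.01) and fry, with adjustment over 14 lists. The list for the Y chromosome and XIST had 2 tested genes, fewer than the 3 needed, and was not tested. A list score is the mean of the chip-corrected log2 values of its genes. Litter means of the breeds were compared by an exact permutation over all 462 divisions of the litters. Principal components, Ward clustering on Pearson correlation, and sPLS used values from which the chip effect was removed with removeBatchEffect, keeping breed. Correlations with blood counts used litter means of the 6 LW litters. The brightness of an array is the log2 of the 75th percentile of its processed signal. A value in a group of 10 or 6 pigs was called far from the others when its gap to the next, over the range of the group, passed Dixon's 95% critical value.

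Chance was assessed by regrouping the animals in 100 ways, the breeds among them, with the consensus correlation kept at its value for the breeds. Other ways of processing were the deposited matrix, scaling to the 75th percentile, cyclic loess, an offset of 50, no filter, a filter on signal well above background, the probe with the highest mean, the gene names of the scanner files, no sow block, litter means, no chip term, each chip left out, and eBayes with trend and robust fitting. Each animal was also left out in turn.

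The steps were tested on simulated data with the same chips and litters and 11325 genes, of which 200 were changed by at least 1 on the log2 scale. Each gene was drawn independently, with a positive correlation between siblings and no effect of brightness. The model recovered 187 of them (93.5%), all in the right direction, and called 10 unchanged genes. In the real arrays 95.2% of the genes past the threshold changed by less than 1, and recovery of such changes was not tested. With no change put in, 0 genes were called. With 1 of 14 lists changed, camera called 2 lists and fry 3. Over 280 tests of unchanged lists, camera gave 11 and fry 18 with p below 0.05. The simulated genes of a list were uncorrelated, so these counts do not show how either test behaves on correlated genes. On 17 arrays, 179 genes were recovered, and 170 with a random covariate in the model that was shifted upward in DD pigs. The real monocyte count was lower in DD pigs and was not simulated, so its cost to the model was not tested. Clustering misplaced 0 animals when a large set of genes was shifted by 1, and sPLS found 10 of 10 strongly driven genes.

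The tools were R 4.3.3 with limma 3.58.1, mixOmics 6.26.0, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.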

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

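The tests on single probes and on signal near background, those on the animals in the cluster of the other breed, and the removal of slopes on brightness from the gene lists were chosen after the results were seen, and the other tests before.

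In 6 of 73 groups of values an animal lay far from the others of its breed, where chance gives about 1 in 20 groups, or 3.65. They come from 4 DD pigs. The rule was set for groups of up to 10, so the 11 LW pigs were not tested and far values among them are not listed. Within a breed the design gives litters, and litter was not tested as an explanation of single animals.

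The pig DD_06 lay far above the other DD pigs for OAS1, at 14.03 against 11.69 for the next pig and 10.90 ± 0.74 (SD) for the other 9. For the mean of the interferon-stimulated genes it was at 11.44 against 10.24 for the next pig, its sibling DD_11. DD_06 had the highest value of the DD pigs in 32 of the 34 genes of the list, which speaks against a fault of single probes. Its array was the brightest of the DD arrays. Once the slope on brightness of the other 20 animals was removed, its gap to the next pig was still 0.535 of the range of the DD pigs, so array brightness does not account for it. The breed difference did not rest on this pig alone. Without it, OAS1 was higher in DD pigs by 1.45 (limma adjusted p = 0.039) and the list by a median of 0.41 (camera adjusted p = 1.2e-05). Without the DD litter with the highest score, the median was 0.39. For OAS1, leaving out DD_08, DD_10 or DD_16 gave 1.83, 1.93 and 2.07 (limma adjusted p = 0.054, 0.0423 and 0.0282). The OAS1 difference therefore lay close to the threshold, and without DD_08 it did not pass.

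The pig DD_16 lay far below the other DD pigs for the SLA genes, at 9.29 against 9.97 for the next pig and 10.37 ± 0.23 (SD) for the other 9. It had the lowest value in 10 of the 14 genes, against a fault of single probes, and its gap after the removal of the slope on brightness was 0.550 of the range. Variants of the SLA genes under the probes were not tested. Without DD_16 the median of this list changed from −0.05 to 0.07, and in neither case was it past the threshold. For HIST2H2BE, DD_16 was at 4.87 against 6.09 for the next pig and 6.78 ± 0.47 (SD) for the others. The probe was well above background on 9 of 10 DD arrays and not on that of DD_16, so that signal near background is a possible explanation. Without DD_16 the log2 FC of HIST2H2BE was 0.46 (limma adjusted p = 0.11).

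The pig DD_10 lay far below the other DD pigs for KAZALD1, at 6.65 against 7.43 for the next pig and 7.63 ± 0.15 (SD) for the others. After removal of the slope on brightness the gap was 0.649 of the range, against array brightness as its cause. Without DD_10 the log2 FC of KAZALD1 was 2.11. The pig DD_08 lay far below the others for KCNQ3, at 3.01 against 3.95 for the next pig and 4.30 ± 0.33 (SD) for the others. The probe was well above background on 0 of 10 DD arrays, so signal near background is a possible explanation.

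Probes without a gene name here lie outside the genes tested above. The paper's annotation named more probes than were named here, so part of them entered the paper's analysis under gene names, and which ones was not determined. Of 21080 tested, 4288 passed the adjusted p threshold in limma, 2480 higher and 1808 lower in DD pigs, and 82 were also past a log2 FC of 1.5. Regrouping the animals gave as many in 1 of 100 groupings, the breeds themselves, and at most 2643 in the others, against chance as the whole cause. The probes A_72_P254237 and A_72_P580827 were lower in DD pigs, and were well above background on 1 and 0 of 10 DD arrays but on all 11 LW arrays, so that no exact size is given. The probe A_72_P066171 was higher by 3.71 and the probe of accession BX915463 by 3.40. A breed variant under a probe was weighed on named genes. Of 53 probes past a log2 FC of 1.5 whose gene has other probes of another sequence, 22 belonged to genes whose other probes showed under 0.5 of the change, with a median ratio of 0.605. A strain variant under a probe could therefore be the cause for some probes and not others, and these data cannot tell which.

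Of 248 antisense probes tested, 53 passed the threshold, 49 higher and 4 lower in DD pigs. Over all 248, 159 were higher, and 191 with arrays scaled to their 75th percentile. Of 59 that passed on chips 2 and 3, 43 had the same sign on chip 1, or 72.9%. On chip 1 the breeds were about equally bright. With so few arrays on chip 1, array brightness as the cause cannot be told from a breed difference.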

How the results depend on the processing

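The covariate for array brightness was added after the data were seen, and the other alternatives were set beforehand. No paired analysis was possible because each pig belongs to one breed, and siblings are nested within it.

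The number of genes past the threshold was between 2056 and 3350 under 12 alternatives and 2758 as reported. It was 775 without a chip term, 1816 without chip 2, 139 without chip 3 and 245 with the brightness covariate. Fewer arrays are a part of the loss without a chip, but without chip 1 there were 3090. The consensus correlation between siblings was estimated anew in each of these fits. It was −0.16 without chip 1, −0.56 without chip 2 and 0.27 without chip 3, and it was also re-estimated with each animal left out. The counts therefore reflect this term as well as the arrays, and the parts were not separated. Of the genes past the threshold, 47.4% were higher in DD pigs, against 64.7% with scaling to the 75th percentile and 65.1% with cyclic loess. Leaving out each of the 21 animals in turn gave 960 to 4404 genes, with a median of 2251. The count moved by more than 1.5 times without LW_18 (960), DD_21 (1257), LW_22 (1657), DD_23 (1719), DD_19 (1830) and DD_06 (4404). With an animal left out, 28 to 37 genes were also past a log2 FC of 1.5, against 33 as reported. There were 75 with scaling to the 75th percentile, 14 with an offset of 50 and 21 without chip 3, and the cause was not tested.

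For the 37 named genes, 517 of 552 values kept direction and side of the threshold, 34 were no longer past it (HEATR4 in 7 alternatives, TBXAS1 in 5, OAS1 and SLC11A1 in 3, IFITM1 and TAGLN in 2, and TOR3A, LY6D, CXCL10, CRISPLD2, GSG1, BCL2L15, RSPH9, VPREB1, ATOX1, FUT1, STX12 and DIRAS2 in 1) and 1 reversed, HIST2H2BE at −0.0600 without chip 3. The alternative without chip 3 gave 17 of the 34 losses and the reversal, and 19 of the 37 genes stayed under it. With the brightness covariate 22 stayed and 15 no longer passed. Of 210 list medians 197 stayed, 2 were no longer past, 4 passed newly and 7 reversed. The mitochondrial, ribosomal, oxidative phosphorylation, interferon and erythroid lists passed under camera in all 15, but camera alone does not exclude chance, and as reported the erythroid list did not pass the exact litter permutation (adjusted p = 0.0859). Over the 15, the medians ranged from −0.45 to −0.0940 for the ribosomal, 0.62 to 1.00 for the mitochondrial, −0.30 to −0.11 for the oxidative phosphorylation, 0.50 to 0.81 for the interferon and 0.25 to 0.67 for the erythroid list. With the brightness covariate the erythroid median was 0.0178, the T cell −0.0772, the platelet −0.41, the B cell 0.49, the granulocyte −0.0449 and the SLA 0.16. Without chip 3 the platelet median was −0.37, the monocyte −0.0701, the B cell 0.15 and the granulocyte −0.30. Without chip 2 the platelet median was 0.0735, the T cell −0.25, the B cell 0.19 and the SLA 0.14. With scaling to the 75th percentile the platelet median was 0.0546 and the SLA 0.00573, with cyclic loess the SLA 0.0791, with litter means the B cell 0.12, and with the filter on signal well above background the T cell −0.32. The cause was not tested.

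The first component held 38.9% of the variance without chip correction, where its breed difference had an exact litter p of 0.0563. Clustering misplaced 7 pigs without chip correction and 8 with average linkage. With the monocyte percentage, 18 genes passed in place of 50. With breed means subtracted, 4 of 33 correlations had p below 0.05 in place of 2, and in sPLS 5 parameters in place of 8 were positive. Without the filter on dim probes, 45 genes had probes of opposite sign in place of 94, and 5 in place of 12 among genes past the threshold.

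Signal over background limits dim genes. In DD pigs 53.2% ± 5.10% (SD) of probes were well above background and in LW pigs 59.2% ± 3.56% (SD), with an exact litter p of 0.013.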

Differences from the paper's values

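No test was run for this part, but the probe A_72_P254237 and the gene LOC100519082 were singled out after their values were seen. The values in each comparison are log2 FC of DD against LW. The lowest log2 FC is −10.7 in the paper and −2.75 here among named genes, and none of the 15 alternatives reaches the paper's value. In the paper it belongs to IFITM3, which has no probe named here, so these lowest values are not of the same gene. The probe A_72_P254237, which has no gene name here, had −10.50, which is not an exact size, since it was well above background on 1 of 10 DD arrays. For IFITM1 the paper gives 4.11, and the value here is 0.71, with no alternative near it. LOC100519082, at 152490 to 154732 on the same chromosome as IFITM1 (124095 to 125495), had 4.15. Whether the paper's annotation names this probe and this gene otherwise was not tested. A difference of naming is therefore left open for the lowest value and for IFITM1. For TOR3A the paper gives 2.45 against 4.62 here, where the probe was well above background on 3 of 11 LW arrays. With an offset of 50 the value is 2.98 and without chip 3 it is 4.01, the nearest of the alternatives to the paper's value. The farthest is 6.23, with scaling to the 75th percentile. For SPINK4 the paper gives 2.25 against 1.61 here, and the probe with the highest mean alone gives 2.29. For LY6D the paper gives 2.15 against 1.18 here, and for HEATR4 2.11 against 0.38, with no alternative near either. For CRISPLD2 the paper gives −1.69 against −1.05, and without chip 2 it is −1.27. For MRPL42 the paper gives −2.09 against −1.46, with no alternative near it. For ECHDC1 the paper gives −3.46 against −2.75, and with scaling to the 75th percentile it is −3.58. Over the 15 alternatives its value ranged from −4.68 with the gene names of the scanner files to −0.46 with the probe of the highest mean. The paper treats HIST2H2BE as differentially expressed. Here its adjusted p was 0.458, and it passed the threshold under none of the 15 alternatives. In the paper fewer pigs cluster with the other breed than the 4 here. The deposited matrix, scaling to the 75th percentile, cyclic loess, no filter on dim probes and Euclidean distance each give 3.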

Other observations

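The tests of brightness on the first component, with brightness in the model and on the gene lists, the test of a lower leukocyte share, and the regrouping under fry were chosen after the results were seen. The tests of chip 1, of slopes across genes and the other tests of regrouped animals were set before.

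Regrouping the 21 animals in 100 ways gave as many genes past the threshold in 1, the breeds themselves, and at most 1753 in the others. For genes also past a log2 FC of 1.5 it was 1, with at most 6. For genes whose probes go opposite ways it was 1, with at most 30. Regrouping whole litters gave 1, with at most 1066. On the 17 arrays with blood counts it was 1, with at most 205, and with the monocyte count 2, with at most 238. For the number of gene lists past the threshold under camera it was 67, with a median of 6 lists. Chance is therefore not excluded for the number of camera calls. Under fry, 5 lists passed between the breeds, and as many passed in 1 of 100 groupings, the breeds themselves, with at most 4 in the others. In simulated data, where genes were uncorrelated, fry called unchanged lists more often than camera. Over the regrouped arrays it was the reverse, with a median of 6 lists under camera and 0 under fry. The exact litter permutation is therefore given beside both.

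Array brightness was tested as an explanation of the breed difference. The first component followed brightness within breeds (r = −0.898). After regression on brightness, its breed difference fell from 34.6 to 5.11 (exact permutation p = 0.147), which may make much of the component technical. Across 11363 genes, the slope on brightness within LW pigs correlated with the breed difference at r = −0.58. The r was as strong in 1 of 100 permutations, the real order, and genes are not independent. The change of 2441 of the 2758 genes, or 88.5%, was in the direction of that slope. On chip 1, where the breeds were about equally bright, 2322 of 3090 genes that passed on chips 2 and 3 had the same sign, or 75.1%. The share was as large in 11 of 35 divisions of the chip 1 arrays, so this cannot tell. DD arrays may be dimmer for a biological reason, and brightness is partly confounded with breed.

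Brightness is not the whole cause for part of the genes. With brightness in the model, 195 of the 2758 genes still passed. Regrouping the animals with brightness in the model counted all genes past the threshold, 246 for the breeds, and gave as many in 1 of 100 groupings, the breeds themselves, and at most 1 gene in the others. The median size of the difference fell to 0.436 of its value and the standard error rose by 1.22. Of the 33 genes past both thresholds, 15 stayed past both, and all 33 kept their sign. The other 18 kept a median of 0.81 of their log2 FC, which cannot tell loss of precision from brightness. The criterion was first whether most of the 33 stay, and the genes were divided afterwards.

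For the gene lists, the slope on brightness within breeds was removed. The first test was on chip 1 alone, where each list kept its direction. The exact p there were 0.543 for mitochondrial, 0.171 for ribosomal, 0.457 for nuclear oxidative phosphorylation, 0.143 for interferon-stimulated and 0.514 for erythroid genes, and the smallest possible is 0.0286. After removal of the slope, the litter differences were 0.54 for mitochondrial (exact permutation p = 0.0281), −0.16 for ribosomal (exact permutation p = 0.013), −0.12 for nuclear oxidative phosphorylation (exact permutation p = 0.026) and 0.96 for interferon-stimulated genes (exact permutation p = 0.00216). Brightness is thus not the whole cause of these. For erythroid genes 0.0620 was left (exact permutation p = 0.539), and the score followed brightness (r = −0.857, exact permutation p = 0.0037), so brightness could account for it. A lower share of leukocyte RNA cannot be told from these data. The B minus T cell score was higher in DD pigs by 0.56 (exact permutation p = 0.0152), so the lymphocyte lists did not fall alike. In the pigs with blood counts, however, wbc was 13.9 ± 2.41 (SD, n = 6) in DD pigs and 20.2 ± 4.94 (SD, n = 11) in LW pigs, and rbc was 6.82 ± 0.530 (SD, n = 6) and 6.88 ± 0.592 (SD, n = 11). More erythroid RNA as a reason for dim arrays gave r = −0.20 (exact permutation p = 0.545), which cannot tell.

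In the clustering as reported, 4 pigs lie with the other breed. The first test used the 50 genes with the lowest p. By it 3 of the 4 pigs and 17 of 17 others lay nearer to their own breed, and LW_07 lay at 1.11 from DD and 1.13 from LW. A second test was then chosen, on the genes that separate the breeds among the other 20 animals. DD_06 was nearer to its own breed in 75.0% of them, LW_02 in 88.9% and LW_15 in 80.8%, against a mislabelled sample. LW_07 was nearer in 71.4%. In the same test a DD pig lay nearer to LW in at most 34.5% of its genes, which speaks against LW_07 being a mislabelled DD sample. This comparison was also chosen after the values were seen. Whether the sample is a mix was not tested. Of the 4 pigs, 3 are at the extremes of array brightness (DD_06 the brightest DD array, LW_07 and LW_15 the 2 dimmest LW arrays), which cannot tell whether brightness placed them.

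Lists without a clear difference were proliferation (7 higher, 25 lower, median −0.23, camera adjusted p = 0.231), eosinophil and basophil (5 higher, 2 lower, median 0.41, camera adjusted p = 0.204) and SLA genes (6 higher, 8 lower, camera adjusted p = 0.771). In the same order, the exact litter permutation gave p = 0.21, 0.0368 and 0.619 (adjusted 0.294, 0.0859 and 0.667), and the fry adjusted p were 0.283, 0.0775 and 0.678. Adjusted over the list alone, 4 genes passed for proliferation, 1 for eosinophils and basophils, 5 for SLA, 17 for erythroid, 2 for platelet, 6 for monocyte, 4 for T cell, 2 for B cell, 2 for cytotoxic and 0 for granulocyte genes. Of the Y chromosome genes, EIF1AY had a log2 FC of −0.49 (limma adjusted p = 0.00427) and DDX3Y −0.12 (limma adjusted p = 0.564).

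Of 5092 genes with at least 2 kept probes, 94 had probes of opposite sign that both passed the threshold, 12 of them among genes past it. Further genes that the paper names had log2 FC of 2.51 (GSG1), 2.35 (LGALS7), 1.70 (BCL2L15), 1.49 (RSPH9), 1.46 (DNAH9), 1.54 (SRPK3, well above background on 5 of 11 LW arrays), −1.50 (VPREB1), −1.61 (LOC100510923), −1.88 (ATOX1), 0.74 (FUT1), 0.73 (LTB4R2), 0.52 (STX12) and 0.42 (DIRAS2). Of the 3 DIRAS2 probes, 2 were well above background on 1 and 2 DD arrays and 0 LW arrays, so that its value, like that of SRPK3, is not an exact size. The FUT1 probe A_72_P442859 was well above background on 2 DD and 0 LW arrays. The other FUT1 probes were so on 8, 8 and 6 of 11 LW arrays, so that the FUT1 value is not exact either.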
